# Exercise‐dependent increases in protein synthesis are accompanied by chromatin modifications and increased MRTF‐SRF signalling

**DOI:** 10.1111/apha.13496

**Published:** 2020-05-30

**Authors:** Francesca Solagna, Leonardo Nogara, Kenneth A. Dyar, Franziska Greulich, Ashfaq A. Mir, Clara Türk, Theresa Bock, Alessia Geremia, Martina Baraldo, Roberta Sartori, Jean Farup, Henriette Uhlenhaut, Kristian Vissing, Marcus Krüger, Bert Blaauw

**Keywords:** exercise, histone phosphorylation, protein synthesis, serum response factor, skeletal muscle

## Abstract

**Aim:**

Resistance exercise increases muscle mass over time. However, the early signalling events leading to muscle growth are not yet well‐defined. Here, we aim to identify new signalling pathways important for muscle remodelling after exercise.

**Methods:**

We performed a phosphoproteomics screen after a single bout of exercise in mice. As an exercise model we used unilateral electrical stimulation in vivo and treadmill running. We analysed muscle biopsies from human subjects to verify if our findings in murine muscle also translate to exercise in humans.

**Results:**

We identified a new phosphorylation site on Myocardin‐Related Transcription Factor B (MRTF‐B), a co‐activator of serum response factor (SRF). Phosphorylation of MRTF‐B is required for its nuclear translocation after exercise and is accompanied by the transcription of the SRF target gene *Fos*. In addition, high‐intensity exercise also remodels chromatin at specific SRF target gene loci through the phosphorylation of histone 3 on serine 10 in myonuclei of both mice and humans. Ablation of the MAP kinase member MSK1/2 is sufficient to prevent this histone phosphorylation, reduce induction of SRF‐target genes, and prevent increases in protein synthesis after exercise.

**Conclusion:**

Our results identify a new exercise signalling fingerprint in vivo, instrumental for exercise‐induced protein synthesis and potentially muscle growth.

## 1 INTRODUCTION

Skeletal muscle is a highly plastic tissue that undergoes major alterations in form and function in response to variations in activity, load, nutrition and hormone status.^1^ Depending on intensity, duration and frequency, exercise can increase either resistance to fatigue or muscle strength. Resistance exercise is characterized by a low frequency of exercise repetitions with high mechanical stress (load), consequently leading to increased muscle mass and power output. However, which are the early signalling events required to increase protein synthesis rates, eventually leading to muscle growth, is not clear.

In order to better understand the transcriptional profile underlying this growth response, we recently analysed the gene expression changes accompanying muscle hypertrophy in mice.^2^ We observed that Serum Response Factor (SRF) and Activator Protein 1 (AP1, a FOS‐JUN heterodimer) were among the main transcription factors activated after an acute hypertrophic stimulus. Interestingly, also in humans, resistance exercise is accompanied by alterations in expression levels of SRF and its transcriptional coactivators, the Myocardin‐Related Transcription Factors (MRTFs) A and B.^3^ The ability of MRTFs to modulate SRF activity is linked to their nuclear localization, which in vitro is highly linked to the polymerization status of actin.^4^ Indeed, due to the presence of their RPEL actin binding domains, MRTFs bind monomeric G‐actin and are normally retained in the cytoplasm. However, upon mechanical stress dependent actin polymerization into filamentous F‐actin, MRTFs re‐localize to the nucleus increasing SRF transcriptional activity.^5^ The importance of this pathway for skeletal muscle is clear from transgenic models, as mice lacking both MRFT‐A and MRTF‐B from skeletal muscle show perinatal lethality.^6^ In addition, inducible skeletal‐muscle targeted deletion of SRF in adult mice prevents overload induced hypertrophy,^7^ suggesting a role of SRF also for growth of adult muscle.

Full activation of SRF‐dependent transcription in vitro requires the combination of MRTFs translocation to the nucleus and chromatin unfolding mediated by a sequential cascade of activating histone marks, starting with the phosphorylation of histone 3 on serine 10 (H3S10ph) around the transcription start site of target genes.^8^ The critical importance of this histone mark is intriguing, as in most cell types H3S10ph is mediated by the Mitogen‐Activated Protein (MAP) kinase cascade, an important signalling pathway activated after eccentric contractions.^9^ However, it is not known if and how this regulation occurs also in vivo, and which stimuli could activate SRF signalling in skeletal muscle.

Here, in order to determine how resistance exercise affects muscle growth and potentially SRF signalling, we performed an unbiased, quantitative phosphoproteomics analysis in mice subjected to a bout of 50 high intensity eccentric contractions and identified a previously unknown exercise‐dependent phosphorylation site on MRTF‐B, required for its nuclear localization in vivo. Moreover, we show that MAP kinase‐dependent H3S10ph occurs on SRF target genes upon the same bout of exercise and is required for the increase in protein synthesis normally observed after eccentric contractions. Noteworthy, human muscle biopsies after high intensity exercise show MAPK activation in human muscle in concomitance with H3S10ph. In conclusion we suggest the existence of a conserved chromatin remodelling pathway that, together with MRTF‐dependent SRF activation, is necessary for protein synthesis after exercise.

## 2 RESULTS

### 2.1 A single series of high intensity contractions leads to major changes in the muscle phosphoproteome

High intensity resistance exercise regimens can stimulate a muscle remodelling programme, which over time induces an increase in muscle mass.^10^, ^11^, ^12^ Here, we analyse the signalling changes that occur in vivo after 50 eccentric contractions and determine how they affect muscle remodelling. Muscle histology at different time points after the stimulation protocol do not show signs of necrotic fibres or infiltration (Figure S1A). Importantly, while muscle force declined during the stimulation bout, this decline was no longer observed at different time points after stimulation (Figure S1B). These results strongly suggest that the mild eccentric component of our stimulation protocol is not inducing muscle damage. To identify signalling changes associated with high intensity eccentric exercise, we performed a quantitative phosphoproteomics analyses immediately after a single bout of 50 unilateral eccentric contractions in gastrocnemius muscle. The stimulated and the contralateral non‐stimulated muscles were enriched for phosphorylated peptides and analysed by mass spectrometry (workflow in Figure S1C). In order to have a quantitative measurement of the changes in phosphopeptides, muscle lysates were mixed with those obtained from the muscles of SILAC mice.^13^ In Figure 1A we show a volcano plot of the fold changes in phosphorylation after eccentric contractions. We identified over 5000 different phosphopeptides, of which 1898 were quantified as they were found at least twice in each condition (Table S2) The relative distribution of serine/threonine/tyrosine phosphorylations is in line with the changes observed in most cell types (Figure S1D).

**Figure 1:**
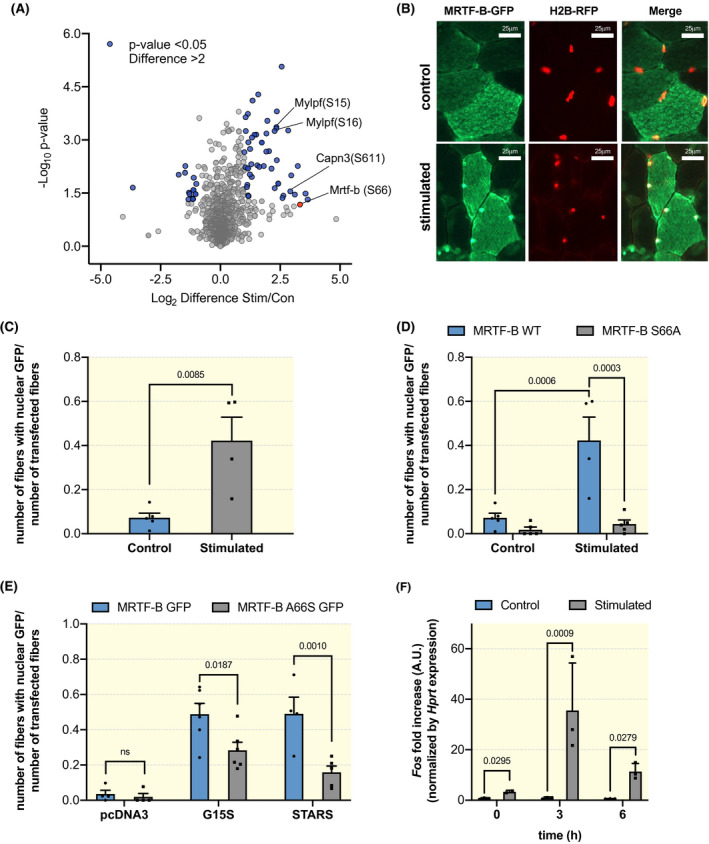
Phosphorylation of MRTF‐B on serine 66 is required for its nuclear accumulation after stimulation. A, Volcano plot showing the alterations in the phosphor‐proteome after a single bout of 50 eccentric contractions. In blue are highlighted the phosphorylation sites, which show a significant difference as compared to the contralateral control muscle (*P* < .05, paired *t*‐test), and at least a twofold change in intensity. B, Representative images of fibres co‐transfected with MRTF‐B‐GFP and histone‐red (images taken at 63x). As can be seen in the upper panel, in control muscles MRTF‐B‐GFP is predominantly localized in the cytoplasm of transfected fibres. In the lower panels a nuclear accumulation of MTRF‐B‐GFP after 50 eccentric contractions is shown through colocalization with a plasmid coding for histone‐RFP. C, Quantification of the number of transfected fibres showing nuclear localization normalized to the total number of transfected fibres in control and stimulated muscles. Muscles were stimulated 10 days after electroporation (n = 4 muscles, at least 10 transfected fibres per muscle; unpaired Student *t*‐test, *P* = .0085). D, Quantification of the nuclear translocation of MRTF‐B‐GFP after stimulation for both the wild type constructs as well as the mutant construct in which serine 66 is substituted by an alanine. No increase in nuclear localization was observed with the mutant construct after stimulation (n = 4 muscles, at least 10 transfected fibres per muscle; ordinary two‐way ANOVA, interaction *P* = .0034; Tukey's multiple comparison test). E, Co‐transfection of MRTF‐B‐GFP WT with the activating actin mutant G15S or with Striated muscle activator of Rho signalling (STARS) leads to a nuclear accumulation in 50% of transfected fibres. Co‐transfection of G15S and STARS with the mutant MRTF‐B‐S66A‐GFP significantly reduces nuclear localization (n = 4 muscles, at least 10 transfected fibres per muscle; ordinary two‐way ANOVA, interaction *P* = .0374, Sidak's multiple comparison test). F, Expression level of the SRF target gene *Fos* at various timepoints after eccentric contractions (n = 3 muscles per timepoint, RM two‐way ANOVA, interaction *P* = .0483, paired *t*‐test)

### 2.2 Phosphorylation of MRTF‐B on serine 66 is required for its nuclear accumulation after eccentric contractions

One of the proteins with the biggest fold change in phosphorylation after high intensity exercise is the transcriptional co‐activator MRTF‐B. After eccentric contractions we observed a 3,5 log2‐fold increase in phosphorylation on serine 66 (Figure 1A; Figure S1E). Since this phosphorylation site is right next to one of the RPEL domains of MRTF‐B, important for its nucleo‐cytoplasmic shuttling, we wondered if MRTF‐B phosphorylation could affect its localization. First, we checked localization of MRTF‐B in basal condition and after 50 eccentric contractions. We electroporated MRTF‐B‐GFP in tibialis anterior muscles and we found that MRTF‐B‐GFP is predominantly localized in the cytoplasm under basal conditions. Electrical stimulation leading to eccentric contractions induced its nuclear translocation in 43 ± 13% of transfected fibres (Figure 1B,C). To understand if this increase in nuclear MRTF‐B could be linked to its phosphorylation on serine 66, we generated a phospho‐null mutant, in which we substituted serine 66 with an alanine residue (MRTF‐B‐S66A‐GFP). Interestingly, MRTF‐B‐S66A‐GFP showed cytoplasmic localization both under basal conditions and after eccentric contractions, suggesting that phosphorylation of Serine 66 is required for activity‐induced nuclear accumulation of MRTF‐B.

We next explored the mechanism potentially linking serine 66 phosphorylation in MRTF‐B and actin dynamics. We used two different well‐established methods to induce MRTF nuclear accumulation. In the first we electroporated MRTF‐B together with a plasmid coding for Striated muscle Activator of Rho Signalling (STARS), which is a muscle‐specific actin‐binding protein known to reduce G‐actin levels, thereby also reducing actin‐MRTF binding. Co‐transfection of MRTF‐B and STARS lead to a significant increase in nuclear MRTF‐B (Figure 1E). Interestingly, co‐transfection of MRTF‐B‐S66A‐GFP with STARS showed an impairment in MRTF‐B‐S66A‐GFP nuclear accumulation, suggesting that phosphorylation of serine 66 is required for a full translocation of MRTF‐B to the nucleus. Next, we examined the effect of an activating actin mutant, G15S, which does not require changes in actin polymerization for the nuclear accumulation of MRTFs. Co‐transfection of G15S with MRTF‐B lead to nuclear localization of MRTF‐B in 49 ± 6% of transfected fibres. Interestingly, co‐transfection of MRTF‐B‐S66A with G15S leads to a significant reduction in the percentage of transfected fibres expressing nuclear MRTF‐B.

To understand if this nuclear accumulation of MRTF‐B is also accompanied by an increased transcription of an SRF target gene, we evaluated the expression levels of *Fos* at different time points after eccentric contractions. As can be seen in Figure 1F, we observed a very rapid and transient increase in transcription of the SRF target gene, *Fos*, suggesting an increased SRF transcriptional activity in concomitance with MRTF translocation.

### 2.3 Eccentric contractions induce histone phosphorylation on SRF target genes

It was recently shown that increased SRF activity in vitro is linked to a histone modification cascade starting with the phosphorylation of serine 10 on histone 3 (H3S10ph).^8^ To understand if a similar histone remodelling occurs in skeletal muscle after acute exercise, we analysed different histone modifications, that is, H3‐K9K14ac, H3K4me3 and H3S10ph, comparing control and stimulated muscles. Immediately after stimulation, no significant changes were found in H3‐K9K14ac and H3K4me3 (Figure 2A). However, we observed that electrical stimulation induced a marked increase in H3S10ph, when compared to the low basal level in control muscles.

**Figure 2:**
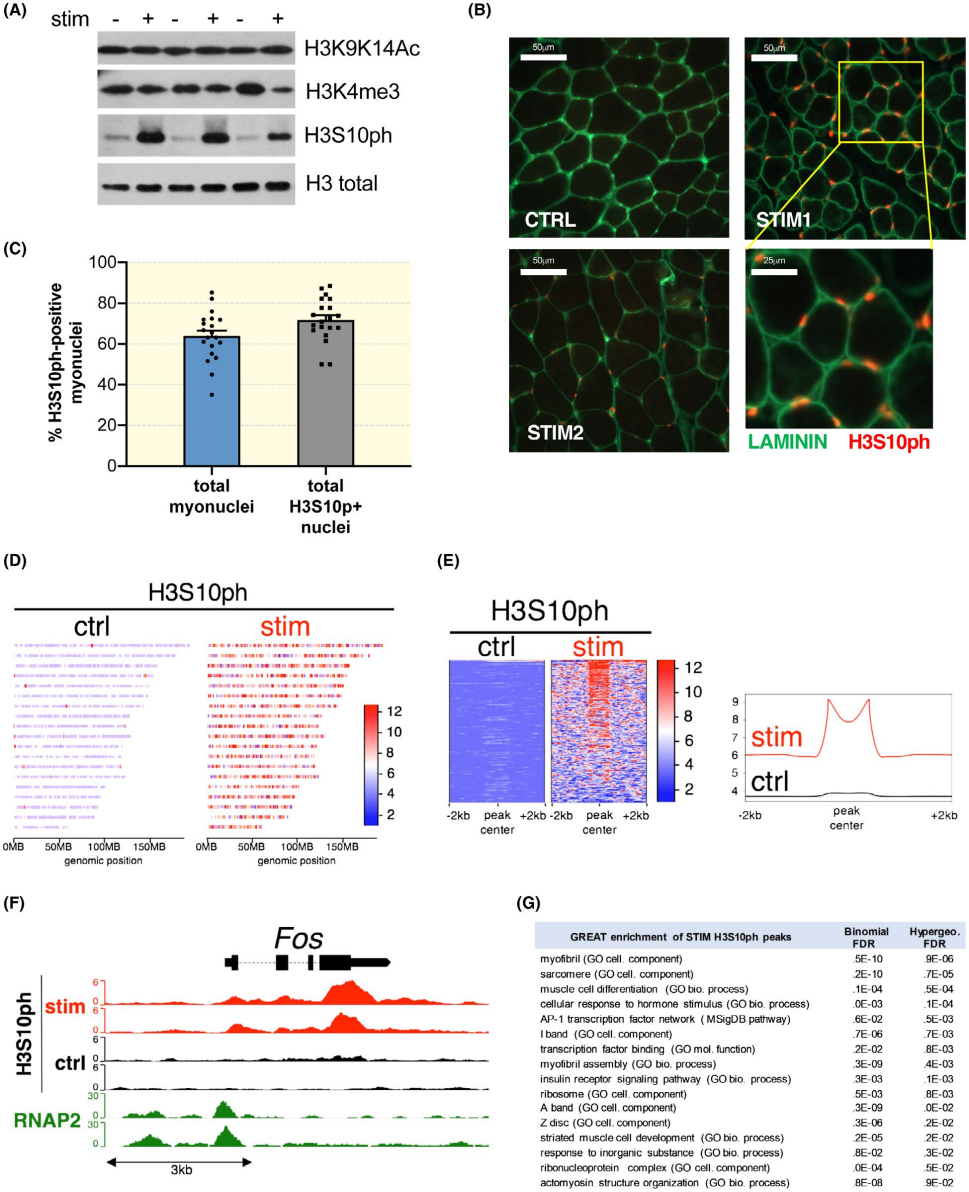
High intensity exercise leads to rapid histone phosphorylation on SRF target genes. A, Three different histone modifications linked to activation of gene expression were examined by western blotting, before and after 50 eccentric contractions. Only H3S10ph showed a marked change in stimulated muscles. B, Immunohistochemistry images showing that many of the H3S10ph‐positive nuclei are inside the basal muscle lamina (green), suggesting they are either myonuclei or satellite cells (images taken at 40x). C, Quantification of the percentage of H3S10ph‐positive myonuclei on the total amount of myonuclei (left bar). The right bar indicates the percentage of myonuclei within all H3S10ph‐positive nuclei. Total amount of nuclei was determined using a DAPI staining (n = 4 muscles, whole muscle sections analysed, unpaired Student *t*‐test, *P* = .0329). D, Heatmap showing H3S10ph enrichment across all murine autosomes (10kb bins) in contralateral unstimulated control and stimulated muscles. E, Heatmap & histogram of H3S10ph genomic binding sites (peaks). Scale indicates normalized unique tag counts. Contralateral unstimulated muscle used as control. F, Genome browser view of *Fos* gene showing H3S10ph enrichment across the gene body. RNA polymerase II (RNAP2) marks the promoter. Contralateral unstimulated muscle used as control. G, Functional enrichment analysis (GREAT) of 400 stim‐specific reproducible peaks

Since this histone mark is linked to cell proliferation, we performed an immunohistochemistry analysis to determine if H3S10ph occurs inside myonuclei, not in interstitial cells. As can be seen in Figure 2B, most positive nuclei (in red) are localized inside the muscle lamina and are, therefore, either myonuclei or satellite cells. Quantification of the positive nuclei showed that 64 ± 4% of all myonuclei are positive for H3S10ph, while 74 ± 4% of all H3S10ph‐positive nuclei are myonuclei. To rule out the possibility that this increased H3S10ph was an artefact of electrical stimulation we also performed eccentric contractions in a more physiological context by performing downhill treadmill running. Downhill running is also able to increase H3S10ph, even though the intensity is less than that observed after electrical stimulation, in which all motor units are recruited simultaneously (Figure S2A). H3S10ph is considered a priming step for subsequent modifications on nearby amino acids.^14^ In particular, the acetylation of lysine 14 on the same histone tail allows the recruitment of 14‐3‐3 proteins and activation of gene transcription. Interestingly, immediately after one bout of 50 eccentric contractions, we found a strong increase not only in H3S10ph, but also in H3S10phK14ac (Figure S2B), which slowly decreased over time (Figure S2C).

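ChIP-seq for histone 3 phosphorylated at serine 10 (H3S10ph) was analysed from 4 samples of mouse gastrocnemius muscle, 2 of stimulated muscles and 2 of contralateral unstimulated muscles. Each sample was a pool of 6 mice. The stimulated muscles performed 50 eccentric contractions, each evoked by a tetanus of 600 ms at 100 Hz, with a tetanus every 30 s, and were taken immediately afterwards. From the reads the authors removed those that map to several places, down-sampled the replicates to the lowest read count and called peaks with MACS2 against input DNA in its broad setting, separately for each sample. They deposited one list of peaks per sample, with the position of each peak on mm10, its fold enrichment over the background, and the −log10 of its p-value and of its q-value. The lists hold no read counts, so the number of reads of each sample is unknown. The background that the fold and p-value of the commonest peaks imply was 3.45 to 3.53 overlapping reads in the 4 lists. The peak names carry a library number, and that of unstimulated replicate 1 lies apart from those of the other 3 samples. The lists of unstimulated muscles held 9094 peaks in replicate 1 and 32740 peaks in replicate 2, and those of stimulated muscles held 10901 and 40683 peaks. All lists reach down to a −log10 p of about 2, the lowest values lying between 2.00 and 2.04. A −log10 p of at least 3, which is the p of 0.001 that the methods give as the cutoff, was reached by 12.9% and 2.93% of the peaks in the unstimulated lists and by 17.7% and 3.22% in the stimulated lists. The q-value was 1 for 96.0% and 99.03% of the peaks in the unstimulated lists and for 88.7% and 98.9% in the stimulated lists. At the background given above, chance alone would put 1.02% to 2.56% of positions past a −log10 p of 2. The lists held 0.182% to 0.875% of the genome. Peak number, covered length and width over all deposited peaks may therefore largely reflect chance, and are no measure of the amount of the mark. Fold enrichment and −log10 p are the peak caller's values for a peak within its own list and were used only to describe, rank or filter the peaks of that list. Peaks of different lists were compared by their overlap, with at least 1 bp in common, and peaks were assigned to genes of GENCODE release M21 on the same genome build. All deposited peaks were used unless stated otherwise.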

To identify H3S10 phosphorylation marks on a genome‐wide scale, we performed in vivo chromatin immunoprecipitation followed by next generation sequencing (ChIP‐seq). We mapped genomic H3S10ph marks in stimulated muscles immediately after 50 eccentric contractions, and compared them with contralateral, unstimulated muscles from the same mice. In agreement with H3S10ph western blots and immunostaining, we noticed a relatively low basal H3S10ph signal in the contralateral unstimulated muscles, yet a widespread enrichment of H3S10ph marks after eccentric contractions (Figure 2D), reflecting global accumulation across the genome. 

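The number of peaks and the length of genome they cover were compared between the conditions from the list of each sample. There were 20917 ± 16720 peaks (SD, n = 2) in unstimulated and 25792 ± 21059 peaks (SD, n = 2) in stimulated muscles, a ratio of the means of 1.23. The exact permutation test gave a two-sided p of 0.667. The smallest p it allows with 2 samples against 2 is 0.333, so this test cannot reach significance here. Over all deposited peaks the spread between replicates was larger than the difference between conditions, and the longer list held 3.60 times the peaks of the shorter one in unstimulated and 3.73 times in stimulated muscles. The list of unstimulated replicate 2 was 3.00 times as long as that of stimulated replicate 1. Thresholds of −log10 p between 2.25 and 3 were compared after the data had been seen. At a −log10 p of at least 3, the cutoff of the methods, the lists held 1174 and 958 peaks in unstimulated and 1925 and 1312 in stimulated muscles, a ratio of 1.52. At 2.74 they held 2559 and 2278 against 3792 and 3172 peaks, and at 2.5 they held 5541 and 5416 against 7151 and 7112, a ratio of 1.302. At each of these 3 thresholds both stimulated lists were longer than both unstimulated lists. This order did not hold at 2.25, with 8911 and 13369 against 10709 and 17109 peaks, or at 5, with 33 and 28 against 30 and 34 peaks. Over all deposited peaks, peaks covered 11.1 ± 8.79 Mb (SD, n = 2) in unstimulated and 14.4 ± 12.4 Mb (SD, n = 2) in stimulated muscles, a ratio of 1.305. Chance alone would put more of the genome than this past the lowest threshold of the lists, so these lengths do not measure the amount of the mark. When 1 replicate was left out, the ratio of peak numbers ranged from 0.521 without stimulated replicate 2 to 2.84 without unstimulated replicate 2. The ratio of covered length was 1.309 at a −log10 p of at least 2.5 and 1.329 at 3. It was 0.418 at a −log10 p of at least 5 and 0.364 at a −log10 q of at least 1.3. Autosomes were divided into 10 kb bins, as in the paper's heatmap, and a bin was counted when a peak overlapped it. In unstimulated muscles 3.57% and 13.5% of the bins held a peak, against 4.62% and 16.2% in stimulated muscles. The mean covered length was higher in stimulated muscles on 19 of the 19 autosomes, with ratios from 1.19 to 1.60. Of the 4 combinations of a stimulated with an unstimulated list, stimulated replicate 1 covered more than unstimulated replicate 1 on 18 autosomes, with ratios from 0.985 to 1.85, and less than unstimulated replicate 2 on all 19, with ratios from 0.281 to 0.364. Stimulated replicate 2 covered more than either unstimulated list on all 19, with ratios from 1.22 to 1.56 against replicate 2 and from 3.95 to 8.41 against replicate 1. The heatmap in Fig. 2D shows read density, which was not analysed here. Peaks were called after down-sampling, over a background of 3.45 to 3.53 overlapping reads in the 4 lists. A rise of the mark spread evenly over the genome could leave peak number and covered length largely unchanged. These values therefore do not test the global accumulation that the paper describes.

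**Figure D1:**
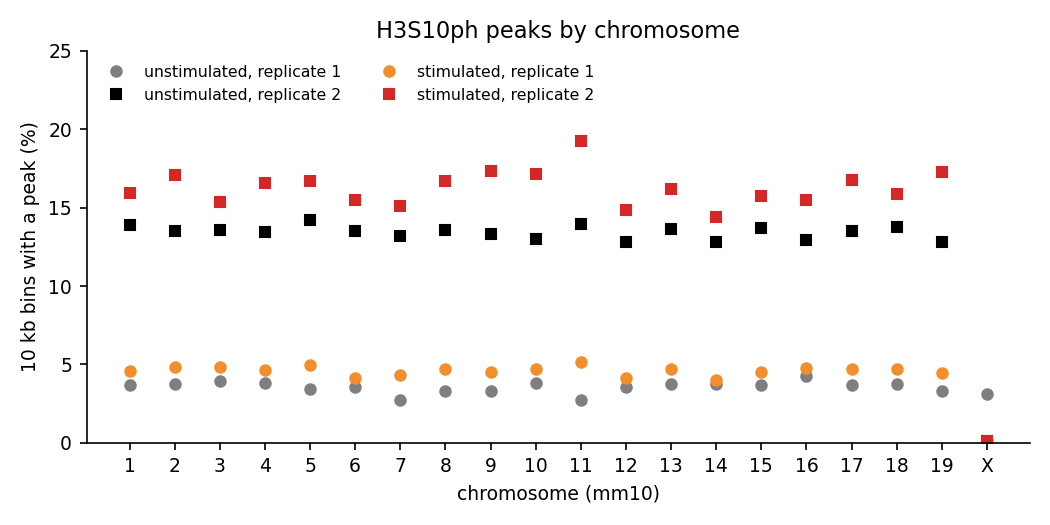
Percent of the 10 kb bins of each autosome and of chromosome X that hold a H3S10ph peak (vertical axis) by chromosome (horizontal axis), with a point for each of the 4 samples. With all deposited peaks, the samples separate by replicate more than by condition, with the lists of replicate 2 above those of replicate 1 on each autosome; on chromosome X, unstimulated replicate 1 lies above the other 3 samples, whose points overlap near 0.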

We also noticed H3S10ph broadly marked target domains with a bimodal distribution in the stimulated muscles (Figure 2E). 

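The width of the peaks was taken from the lists. The median width was 380 bp and 418 bp in the unstimulated lists and 360 bp and 457 bp in the stimulated lists. The mean of the medians was 399 ± 26.9 bp (SD, n = 2) in unstimulated and 408.5 ± 68.6 bp (SD, n = 2) in stimulated muscles, a ratio of 1.02 that was smaller than the spread between replicates. Among the 28 to 34 peaks of each list with a −log10 p of at least 5, the ratio was 0.459. Peaks wider than 2000 bp numbered 85 and 105 in the unstimulated lists, or 0.935% and 0.321% of the peaks. In the stimulated lists they numbered 63 and 248, or 0.578% and 0.610%. Peaks that overlapped a peak of the other stimulated sample were wider than the rest, with medians of 640 bp against 350.5 bp in replicate 1 and 744 bp against 455 bp in replicate 2. Wide peaks also meet by chance more often than narrow ones. The position of reads within the peaks, from which the paper describes the bimodal distribution, was not analysed here.

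**Figure D2:**
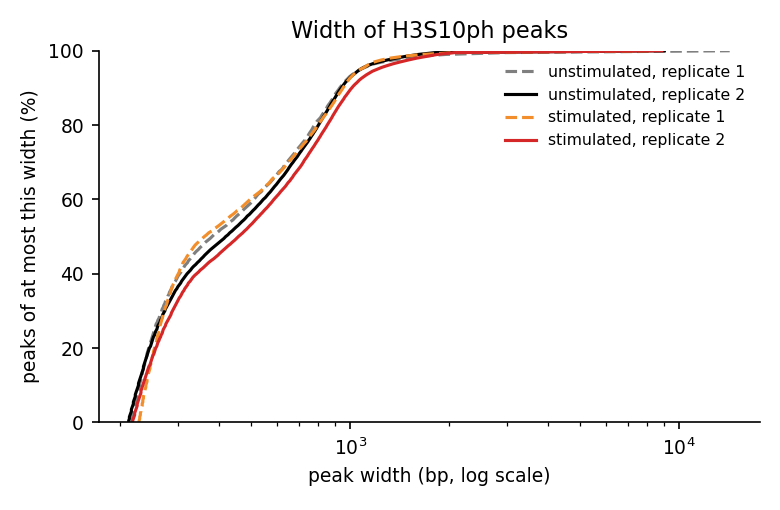
Percent of the peaks of each list (vertical axis) that are at most as wide as the value on the horizontal axis (bp, log scale), with a line for each of the 4 samples. The lines cross 50% at the median widths, from 360 bp in stimulated replicate 1 to 457 bp in stimulated replicate 2, with the unstimulated samples between them.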

Inspection of H3S10ph marks with the highest signal revealed specific marks across gene bodies of immediate early genes, especially those coding for the activator protein‐1 (AP‐1) heterodimers like *Fos* (Figure 2F), *Jun* (Figure S2E), and *Egr1* (Figure S2F), which we further confirmed by functional enrichment analysis (Figure 2G).

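*Fos* lies on chromosome 12 of mm10 from 85473890 to 85477273 on the plus strand. In stimulated replicate 1 a single peak from 85474006 to 85477267, from the first exon to the last, covered 96.4% of the gene, and in stimulated replicate 2 a single peak from 85473934 to 85478138 covered 98.7%. Their fold enrichment was 4.22 and 4.55, which gave rank 3 in the list of replicate 1 and rank 9 in that of replicate 2. The list of unstimulated replicate 1 had no peak on *Fos*. Unstimulated replicate 2 had a peak from 85475191 to 85476627, over 42.5% of the gene, with a fold enrichment of 2.27 and rank 3753 in its list. *Jun*, a gene with a single exon on chromosome 4 from 95049034 to 95052222 on the minus strand, had no peak in either unstimulated list. In stimulated replicate 1 a peak from 95049790 to 95052010 covered 69.6% of *Jun*, with a fold enrichment of 2.38 and rank 2524, or rank 585 by −log10 p. In stimulated replicate 2 a peak from 95048379 to 95052057 covered 94.8% of *Jun*, with a fold enrichment of 3.06 and rank 33. *Egr1* lies on chromosome 18 from 34859823 to 34864984 on the plus strand. Its peaks in the stimulated lists, from 34860989 to 34865357 and from 34861286 to 34865286, covered 77.4% and 71.7% of the gene and ran past its 3′ end, with ranks 563 and 99. Unstimulated replicate 2 had a peak of 315 bp within *Egr1*, over 6.10% of the gene, and unstimulated replicate 1 had none. With 2 samples per condition no test of the presence of a peak can reach significance. At a −log10 p of at least 5, *Fos* had a peak in both stimulated lists, *Jun* in 1 and *Egr1* in 0. Of 38 immediate early genes listed from general knowledge, 11 and 22 had a peak on the gene body in the stimulated lists and 1 and 9 in the unstimulated lists, each in the order of the replicates. Both stimulated lists had a peak on 9 of them, which were *Dusp1*, *Egr1*, *Fos*, *Gadd45g*, *Ier2*, *Jun*, *Klf6*, *Nr4a1* and *Per1*. For comparison, 16.0% and 42.3% of 21911 protein-coding genes had a peak in the stimulated lists and 11.9% and 31.2% in the unstimulated lists. Among the 50 peaks with the highest fold enrichment, 1 and 2 peaks of the stimulated lists lay on immediate early genes, and none did in the unstimulated lists. On AP-1 genes lay 1 and 3 of these peaks in the stimulated lists, and 0 in both unstimulated lists. Among the 500 highest peaks, 1 and 8 lay on immediate early genes in the stimulated lists and 0 in both unstimulated lists. The fold of a peak is a mean over its width, so these ranks are not those of the read density in the paper's tracks.

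**Figure D3:**
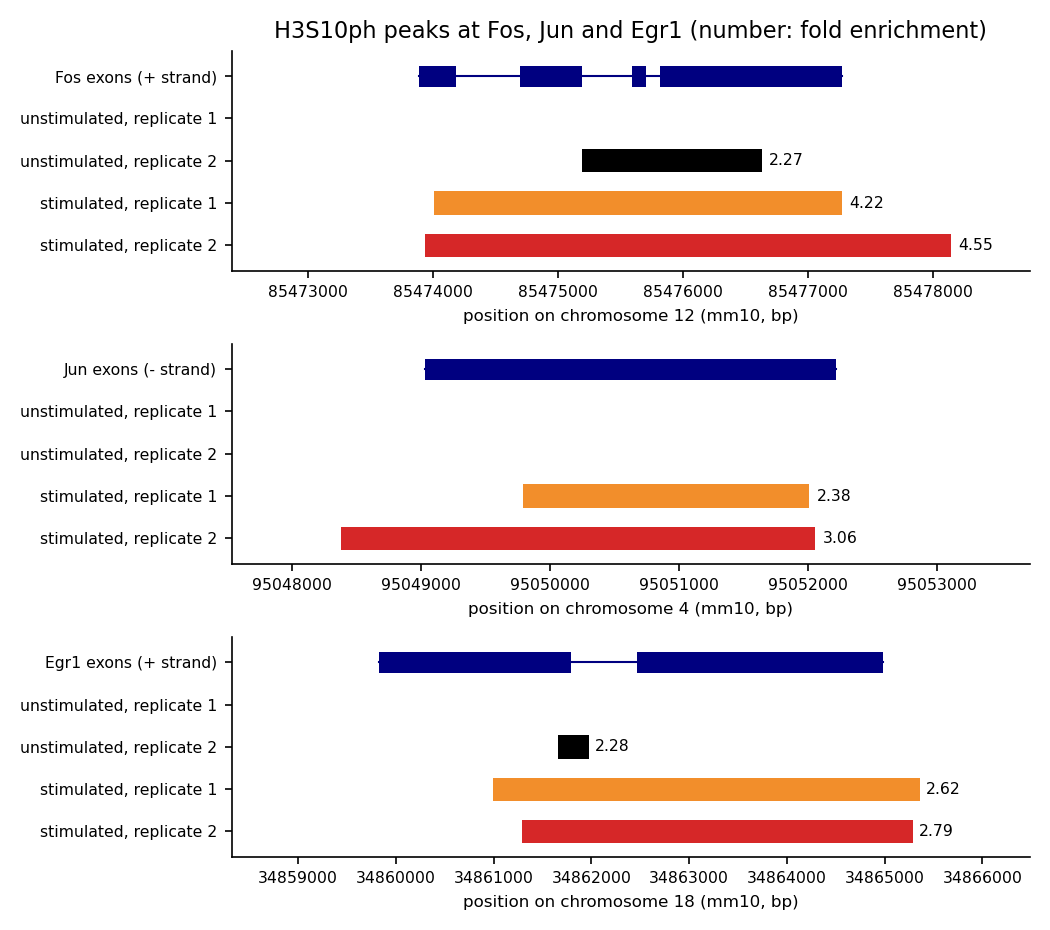
Peaks on *Fos*, *Jun* and *Egr1* in each of the 4 samples, drawn to scale along mm10 (horizontal axis, bp), with the annotated exons above them and the fold enrichment of each peak beside it. Both stimulated samples have a peak over most of each gene; unstimulated replicate 2 has narrower peaks on *Fos* and *Egr1*, and unstimulated replicate 1 has none.

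**Figure D4:**
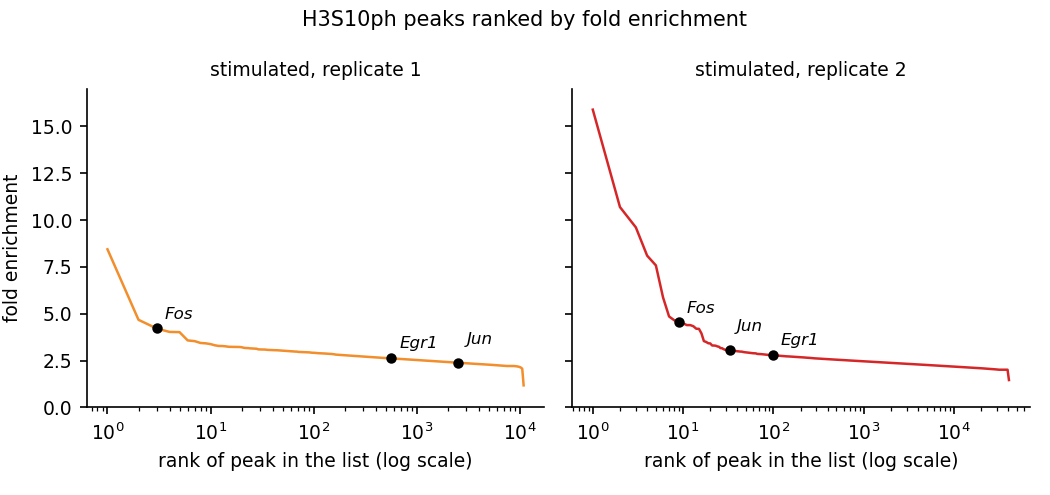
Fold enrichment (vertical axis) of the peaks of each stimulated list against their rank within that list (horizontal axis, log scale), as a line, with points for the peaks on *Fos*, *Jun* and *Egr1*. *Fos* lies among the highest peaks of both lists, whereas *Jun* is at rank 2524 in replicate 1 and at rank 33 in replicate 2.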

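For the functional enrichment, overlapping peaks of all samples were merged into regions, and a region was called reproducible when both replicates of a condition had a peak in it. There were 453 reproducible regions in stimulated and 309 in unstimulated muscles. Of the former, 306 had no peak in either unstimulated list and were taken as stimulation-specific, and 166 regions were specific to unstimulated muscles by the mirrored rule. With the same number of top peaks taken from each list, the counts of specific regions were 85 and 77. GREAT's binomial test with the whole genome as background was repeated with 8 gene lists in place of the ontologies, each region being assigned to its 2 nearest genes within 1000 kb, and p-values were adjusted by the Benjamini-Hochberg method over the 8 lists. Regions assigned to 60 sarcomere genes were 12.4-fold enriched, with 12 regions and an adjusted p of 3.98e-09. These regions lay at 8 genes, and the binomial test counts regions of the same gene as independent. In GREAT's hypergeometric test over genes the adjusted p of sarcomere genes was 5.71e-04. Genes of the AP-1 family were 13.7-fold enriched, with an adjusted p of 0.00396 that rests on 3 regions. These were the peaks on *Jun* and *Jund* and a region 19875 bp upstream of *Fos*, since the region of the *Fos* gene body was also in the list of unstimulated replicate 2 and so was not specific by this rule. Immediate early genes were 5.21-fold enriched, with 8 regions and an adjusted p of 7.46e-04. Against regions of a single stimulated list matched on width and GC content, sarcomere genes kept an adjusted p of 0.008, whereas immediate early genes had 0.14 and AP-1 genes 0.152. Over the alternatives of the binomial test that gave an adjusted p, and with the peak universe as background, that of AP-1 genes lay between 3.79e-05 and 0.0175, and that of immediate early genes between 2.51e-10 and 0.0267. Genes of insulin signalling were 3.44-fold enriched, with 4 regions and an adjusted p of 0.0604 in the binomial test and 0.0139 in GREAT's hypergeometric test over genes. Ribosomal protein genes had a fold of 1.83 (adjusted p of 0.342), housekeeping genes a fold of 5.23 from 1 region (adjusted p of 0.232) and olfactory receptor genes a fold of 0.454 (adjusted p of 0.935). No list was enriched among the regions specific to unstimulated muscles, where AP-1, immediate early and sarcomere genes had 0 regions. With 0.116, 0.813 and 0.514 regions expected from the genome, 0 regions cannot show that these genes lack the mark there. Each of these regions also needed a peak in unstimulated replicate 1, whose peaks had a lower GC content than those of the other lists. From the marks over *Fos*, *Jun* and *Egr1* and the terms enriched among the stimulation-specific peaks (Fig. 2G), the paper concludes that H3S10ph marks immediate early genes after eccentric contractions, especially those of the AP-1 family.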

### 2.4 Histone phosphorylation and increases in protein synthesis after stimulation requires MSK1

Considering that H3S10ph is such an early event and has been linked to the induction of SRF target genes in vitro, we aimed at identifying the kinase responsible for this phosphorylation. Since the MAP Kinase (MAPK) pathway is rapidly activated after exercise,^15^ we first examined its activation levels after our stimulation protocol. We found a strong increase in the phosphorylation and therefore activation of the dual specificity kinases MKK3/6, p38, and MSK1 that closely matched the phosphorylation of H3S10 (Figure 3A; Figure S3A).

**Figure 3:**
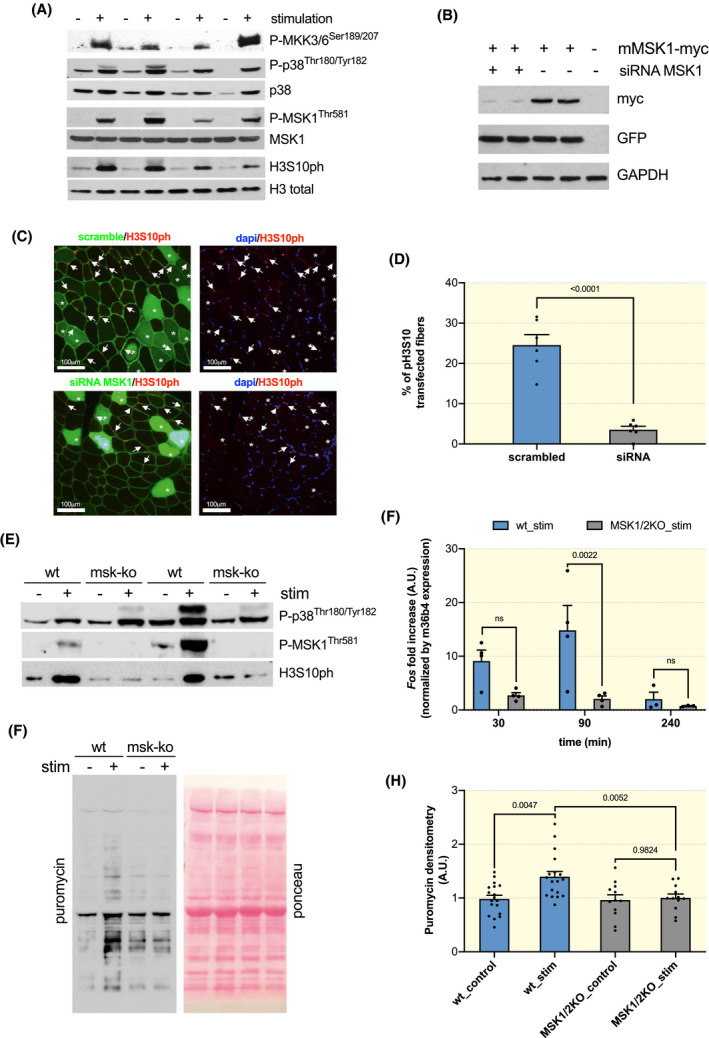
MSK1‐dependent H3S10 phosphorylation accompanies induction of SRF target genes and protein synthesis increases after exercise. A, Phosphorylation and activation of the MAPK pathway members MKK3/6, p38, and MSK1 immediately after 50 eccentric contractions, but not in contralateral non‐stimulated muscles. B, Efficiency of the siRNA for MSK1 in Hela cells transfected with a mouse MSK1‐myc and PE‐GFP. C, Electroporation of siRNA‐scrambled‐GFP and siRNA‐MSK1‐GFP in TA muscles 10 days before performing 50 eccentric contractions. In the upper images fibres transfected with the scrambled sequence are shown. Both transfected and non‐transfected fibres show H3S10ph‐positive nuclei. In the lower images fibres were transfected with siRNA for MSK1 and did not show nuclear H3S10ph after stimulation. Importantly the non‐transfected fibres in the same muscle do show H3S10ph (images taken at 20x). D, Quantification of the number of transfected fibres with H3S10ph after eccentric contractions show a very significant reduction in H3S10ph‐positive myonuclei after transfection with siRNA for MSK1 (unpaired Student *t*‐test, *P* < .0001) E, Western blot showing no H3S10ph, but increased P‐p38, in MSK1/2 k.o. mice after stimulation. Sample load 70 μg. F, Reduced transcription of *Fos* after stimulation in MSK1/2 k.o. mice (n = 4; ordinary two‐way ANOVA, interaction *P* = .0391, Tukey's multiple comparison test, 30 minutes n comparison *P* = .7622, 90min comparison *P* = .0022, 240 minutes comparison *P* = .8198). G, Representative blot for puromycin incorporation in the stimulated and contralateral non‐stimulated muscle in both wild‐type and MSK1/2 k.o. mice. H, Quantification of protein synthesis rates in stimulated and contralateral unstimulated control muscles from wt and MSK1/2 k.o. mice (n = 18 wt; n = 12 ko; RM two‐way ANOVA, interaction genotype/stimulation *P* = .0473; Sidak's multiple comparison, paired *t*‐test)

In order to understand whether there is a causal relationship between MSK1 activation and H3S10ph, we electroporated a siRNA/GFP bicistronic construct for MSK1 in the TA muscle and 1 week later performed our stimulation protocol. We found that inhibition of MSK1 by RNAi was sufficient to prevent almost completely H3S10ph after stimulation (Figure 3C,D). It is worth noting that the non‐transfected fibres in the same muscle showed numerous H3S10ph‐positive myonuclei, indicating that the muscle was properly stimulated. Importantly, results obtained by electroporation were confirmed also in MSK1/2 k.o mice, which did not show an increase in H3S10ph after stimulation, despite the activation of p38 (Figure 3E). Next, we determined whether the induction of an SRF target gene was blunted in MSK1/2 k.o. muscles after exercise. Interestingly, we found that the increase seen in *Fos* and *Egr1* transcripts after eccentric contractions is prevented in MSK1/2 k.o. mice (Figure 3F; Figure S3B), strongly suggesting a blunted increase in SRF activity.

Lastly, we wondered whether this SRF‐dependent fingerprint could be important in exercise‐induced muscle remodelling. To address this issue, we analysed protein synthesis rates after eccentric contractions in both wild‐type and MSK1/2 k.o. mice. Wild‐type mice showed a significant increase in protein synthesis rates after stimulation (Figure 3G,H). Surprisingly, this increase in protein synthesis rates was significantly reduced in MSK1/2 k.o. mice, suggesting an important role for SRF‐dependent activity in exercise‐induced increases in protein synthesis. Interestingly, this difference in protein synthesis rates is not linked to a different activation of the Akt‐mTORC1 pathway, a critical mediator in most models of adult muscle growth^2^, ^16^ (Figure S4A‐C).

### 2.5 Exercise induces MAPK and histone phosphorylation also in human skeletal muscle

Lastly, while animal studies are critical to better understand basic signalling mechanisms, eccentric exercise regimes in mice have the important limitation of being forced and not voluntary. Therefore, each signalling model needs to be verified in human muscle biopsies taken before and after high intensity exercise. For this reason we analysed human muscle biopsies, previously characterized by an increase in SRF signalling after high intensity exercise, which lead to an increase in fibre cross sectional area over time.^11^ High intensity exercise leads to a rapid increase in the activation of P38 and MSK1 (Figure 4A). Importantly, this increase in MAPK activation was accompanied by a significant increase in H3S10ph (Figure 4A,B). Unfortunately, an antibody for the detection of human MRTF‐B phosphorylation was not available. Taken together, these results suggest that exercise in human skeletal muscle leads to the activation of the same signalling pathway observed in murine muscle after electrical stimulation.

**Figure 4:**
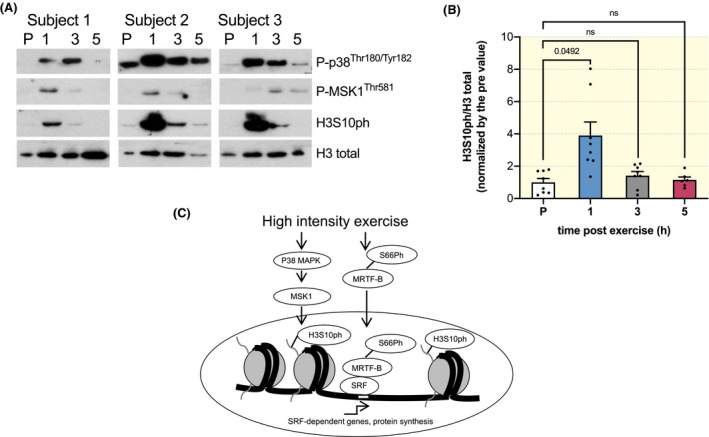
Exercise in humans leads to a rapid increase in MAPK activation and H3S10ph in muscle biopsies. A, Representative blots for three subjects showing the phosphorylation of p38, MSK1, and H3S10 at 1, 3 and 5 h after one bout of high intensity exercise. B, Quantification of the phosphorylation levels H3S10 after one bout of exercise (n = 8, mixed‐effect analysis with Geisser‐Greenhouse correction *P* = .0289; RM one‐way ANOVA, Dunnett's multiple comparison test: PRE vs 1 h *P* = .0492, PRE vs 3 h *P* = .1362 and PRE vs 5 h *P* = .7232. C, scheme of the signalling changes occurring after a single bout of eccentric exercise leading to increased SRF activity through phosphorylation of MRTF‐B and H3S10ph

## 3 DISCUSSION

Exercise is one of the most potent therapeutic approaches in numerous pathologies. Skeletal muscle remodelling, and the subsequent systemic effects, play a major role in mediating the beneficial effects of exercise. Despite this enormous potential of exercise, the mechanisms responsible for exercise‐induced muscle remodelling are still far from clear. Here, we focused on identifying the signalling pathways responsible for stimulating muscle growth after high intensity exercise. Using an unbiased phosphoproteomics screen we found that MRTF‐B is rapidly phosphorylated on Ser66 after a single bout of exercise. This phosphorylation is critical for MTRF‐B nuclear accumulation after exercise and is accompanied by an increase in the transcription of *Fos*, an SRF target gene. Interestingly, the same exercise protocol also leads to the MSK1‐dependent phosphorylation of histone 3, a known transcriptional activator mark, on SRF target genes. Ablation of MSK1 is sufficient to prevent exercise‐dependent increases in histone phosphorylation, induction of SRF target genes, and protein synthesis. Importantly, both the phosphorylation of histone 3 as well as the activation of the MAPK pathway is also observed in muscle biopsies taken from human skeletal muscle after exercise.

### 3.1 High intensity exercise induces activation of the MRTF‐SRF axis

Interestingly, in our phosphoproteomics analysis we found that one of the top‐ranked modifications is linked to alterations in actin dynamics.^4^, ^17^ In most cell types, mechanical cues can rapidly induce changes in the actin cytoskeleton leading to changes in gene transcription.^4^ Specifically, the localization of MRTFs in vitro depends on the level of actin polymerization.^18^ Nuclear‐cytoplasmic shuttling of MRTFs has not been studied in skeletal muscle in the context of exercise in vivo. The importance of these co‐activators for muscle formation is further confirmed by the observation that muscle‐specific deletion of MRTF‐B in MRTF‐A knockout mice leads to the formation of disorganized sarcomeres and perinatal lethality.^6^ Activation of the pathway, by nuclear translocation of MRTFs, has been suggested to be important for muscle remodelling after exercise. Indeed, STARS affects actin polymerization in muscle cells, leading to nuclear translocation of MRTFs, which is required for full activation of SRF‐dependent gene transcription.^19^ Furthermore, STARS expression is strongly increased after exercise^3^ and, importantly, this increase is significantly reduced in ageing subjects, which show a reduced response to resistance‐exercise induced muscle remodelling.^20^ In this manuscript we identified the phosphorylation of Serine 66 on MRTF‐B as being critical for its exercise‐dependent nuclear translocation in vivo. It has been shown that this phosphorylation site on MRTF‐A is important for its nuclear translocation and depends on ERK activation.^21^ Interestingly, ERK phosphorylation is rapidly and significantly increased after exercise,^22^ suggesting it can act as a possible upstream activator of MRTF‐B translocation.

We also found that nuclear accumulation of MRTF‐B is accompanied by an increase in the mRNA levels of SRF‐target genes after eccentric contractions. These findings are in line with our previous work showing that SRF transcriptional activity is significantly increased immediately after various stimuli leading to muscle growth.^2^ Studies performed in mice with an inducible ablation of SRF specifically in adult muscle fibres show that SRF is required for the induction of muscle growth after synergist ablation.^7^ Taken together, our results show that high intensity exercise leads to phosphorylation of MRTF‐B on serine 66, which is required for a complete nuclear translocation, possibly influencing SRF‐dependent gene transcription.

### 3.2 MSK1 is required for H3S10ph and increases in protein synthesis after exercise

Over the past decade many studies showed that a single bout of exercise is able to induce transient increases in mRNA levels of various myogenic, metabolic and regulatory genes, potentially involved in stimulating muscle growth. Although the skeletal muscle transcriptional responses have been extensively studied, our understanding of the epigenetic mechanisms involved in regulating these responses is still rudimentary. Exercise was shown to induce a decrease in DNA methylation and subsequent increases in the transcription of the affected genes.^23^ Other studies looked at histone modifications after exercise, without clearly linking it to the induction of specific genes.^24^, ^25^ Here, we found that eccentric contractions induce activation of p38‐MSK1, which is required for histone 3 phosphorylation, induction of specific SRF target genes, and increases in protein synthesis rates. Interestingly, it was recently shown that H3S10ph is the first step in a cascade of histone modifications leading to activation of SRF target genes.^8^ A similar epigenetic mechanism has been described in the nervous system, where stimuli mimicking neural activity lead to a rapid H3S10ph in hippocampal neurons,^26^ accompanied by an induction of immediate early genes, like *Fos* and *Jun*.^27^ Here, for the first time we showed that H3S10ph occurs on SRF and AP1 target genes in skeletal muscle after a single bout of exercise and this is associated with an increased transcription of SRF target genes. 

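Of 30 SRF target genes listed from general knowledge, 8 and 18 had a H3S10ph peak on the gene body in the stimulated lists, and 1 and 15 in the unstimulated lists, in the order of the replicates. Both stimulated lists had a peak on *Acta1*, *Actb*, *Egr1*, *Fhl2*, *Fos*, *Ier2* and *Tpm1*, and of these 7 genes *Ier2* alone, singled out after its values were seen, had no peak in either unstimulated list. Among the stimulation-specific reproducible regions 2 were assigned to SRF target genes, *Fos* and *Ier2*, a 3.57-fold enrichment with an adjusted p of 0.175 from the binomial test. When specific regions had to be absent only from the reproducible unstimulated regions, 5 regions were assigned to SRF target genes, a fold of 7.25 with an adjusted p of 0.00144. Among the 143 reproducible stimulated regions that an unstimulated list also held, 3 were assigned to SRF target genes, a fold of 11.4 with an adjusted p of 0.00971. Over the alternatives of the binomial test that gave an adjusted p, and with the peak universe as background, that of the stimulation-specific regions lay between 0.00144 and 0.319. Among all peaks of the stimulated lists, SRF target genes had folds of 1.56 and 2.13 (adjusted p of 0.0336 and 3.43e-17, binomial test). In the unstimulated lists the folds were 1.02 and 1.38 (0.793 and 0.0109). Housekeeping genes went the same way, with 1.18 and 2.20 against 0.353 and 0.929. These values were read after the other results had been seen, and the conditions were not compared by a test. *Srf* itself, on chromosome 17 from 46548329 to 46556175, had peaks in stimulated replicate 2 only. Of the AP-1 family, *Jund* had a peak in both stimulated lists and in neither unstimulated list, *Junb* in stimulated replicate 1 only, and *Fosb*, *Fosl1* and *Batf2* in stimulated replicate 2 only. *Fosl2* had a peak in replicate 2 of both conditions, *Atf3* in unstimulated replicate 2 only, and *Batf* and *Batf3* in no list. Upstream of *Fos*, a sequence of the form that SRF binds, CCATATTAGG, lies on chromosome 12 from 85473581 to 85473590, 309 bp before the annotated start of the gene, and no peak of any list covered it.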

Interestingly, the same stimuli which lead to H3S10ph in hippocampal neurons and subsequent induction of *Fos* and *Jun*, are absent when *Srf* is inducibly deleted from these neurons, linking H3S10ph‐dependent *Fos* transcription directly to SRF activity.^28^ As was observed in neurons and other cell types,^29^ we found that MSK1 is the kinase responsible for H3S10ph in skeletal muscle fibres after eccentric contractions. Interestingly, activity‐dependent synaptic plasticity requires MSK1, possibly through the transcription of the immediate early gene *Arc*, a critical mediator of synaptic modulation.^30^ Also, in skeletal muscle, we observed a significant reduction in protein synthesis rates in MSK1/2 k.o. mice after exercise. Part of the reduced protein synthesis rates could be ascribed to the lack of the induction of immediate early genes, like *Fos* and *Jun*. Indeed, it was shown that JUNB, another member of this transcription factor family is able to rapidly increase muscle size both by decreasing protein breakdown and increasing protein synthesis.^31^

## 4 CONCLUSIONS

Taken together, we found that a single bout of high intensity exercise leads to a rapid activation of MRTF‐SRF signalling, which is accompanied by an MSK1‐dependent chromatin remodelling on SRF target genes. Ablation of MSK1 prevents transcription of SRF target genes, and the subsequent increase in protein synthesis in muscle fibres after exercise. Importantly, the pathway identified in mouse skeletal muscle is also activated in humans immediately after muscle activation, identifying a new signalling fingerprint which is linked to the increase in protein synthesis after exercise.

## 5 MATERIALS AND METHODS

### 5.1 Mice and treatments

Male C57Bl6 mice between 3 and 6 months of age were used, if not stated otherwise. MSK1/2 knockout mice were viable and fertile, without any apparent growth problem, as described previously.^32^ To perform electrical stimulation mice were anaesthetized by an intraperitoneal injection of xylazine (Xilor) (20 mg/Kg) and Zoletil (10 mg/Kg). Next, a small incision was made from the knee to the hip, exposing the sciatic nerve. Before branching of the sciatic nerve, Teflon‐coated 7 multistranded steel wires (AS 632; Cooner Sales, Chatsworth, CA, USA) were implanted with sutures on either side of the sciatic nerve. To avoid recruitment of the ankle dorsal flexors, the common peroneal nerve was cut. Torque production of the plantar flexors after nerve stimulation was measured using a muscle lever system (Model 305C; Aurora Scientific, Aurora, ON, Canada). Protein synthesis was measured using the SUnSET technique^33^ after three rounds of stimulation every other day, leaving mice with ad libitum access to food and water for the whole duration of the experiment. Mice were anaesthetized 24 hours after the last bout of exercise and then, given an intraperitoneal injection of 0.040 μmol/g puromycin dissolved in 100 μL of PBS. At exactly 30 minutes after injection, muscles were collected and frozen in liquid N2 for WB. Controlateral muscles were used as controls to determine puromycin incorporation 24 hours after the last stimulation. In vivo skeletal muscle electroporation was performed in 12‐week‐old wild‐type mice (C57BL/6). TA muscles were transfected as described previously.^34^ Muscles were analysed 14 days after electroporation. Experimental protocols were reviewed and approved by the local Animal Care Committee, University of Padova.

### 5.2 Exercise protocol

For acute exercise, a 600 ms stimulus a 100 Hz was transmitted every 30 seconds for a total of 50 repetitions. The complete protocol lasts about 25 minutes and no sag of force has been reported. Muscle lengthening during contraction was achieved by dorsal flexing of the foot at a velocity of 40 mm/s. The footplate was moved 200 ms after initiation of stimulation train, thus eccentric pull occurs during the isometric plateau of the tetanus. The range of movement during the pull was calculated to be 30°, clearly inside physiological limits of movement for the foot. Force was measured as described previously using a setup from Aurora Scientific.^35^, ^36^ For the protein synthesis stimulation, the stimulation protocol has been repeated three times on day 1, 3 and 5 with muscle taken at day 6. For the treadmill exercise, C57Bl6 mice were subjected to an eccentric running training protocol consisting of running to exhaustion, with a 10 degree decline, at increasing velocity, according to the protocol of exercise previously described.^37^ Briefly, exercise consists in 17 cm/seconds for 40 minutes, 18 cm/seconds for 10 min, 20 cm/seconds for 10 min, 22 cm/seconds for 10 min, and then, increasing velocity of 1 cm/seconds and or 2 cm/seconds alternatively every 5 minutes, until exhaustion. Exhaustion was defined as the point at which mice spent more than 5 seconds on the electric shocker without attempting to resume running.

### 5.3 Immunoblotting and immunohistochemistry

Western blotting was performed as described previously.^16^ The following antibodies were used: Phospho‐H3^Ser10^ (#3377S), Acetyl‐Histone H3^Lys9/Lys14^ (#9677S), H3 (#9715S), P‐MKK3^Ser189^/MKK6^Ser207^ (#9231S), Phospho‐p38 MAPK^Thr180/Tyr182^ (#9211S), P‐MSK1^Thr581^ (#9595S), MSK1 (#3489S), p38 MAPK (#9212S), Phospho‐Akt^Ser473^ (#4060S), Phospho‐S6^Ser240/244^ Ribosomal Protein (#5364S) were from Cell Signalling, c‐MYC (11667149001) was from Roche, GFP (A11122) was from Life technologies, GADPH (Ab8245) and Tri‐methyl‐Histone H3^Lys4^ (Ab71998) were form Abcam, anti‐Puromycin (MABE343) and Phospho(Ser10)‐acetyl (Lys14)‐Histone H3 (07‐081) from Millipore. Actin is from Santa Cruz (sc‐56459). Nuclei were identified with a DAPI staining (Sigma D9542). The secondary antibodies used are CST anti‐Rabbit HRP (#7074S) and Biorad anti‐mouse (#1706516). The bands were visualized by an enhanced chemiluminescence method using the Luminata Classico HRP substrate (WBLUCO500 Millipore). For immunohistochemistry, 10µm tissue sections were treated with PFA 4% (w/v) for 10 minutes at RT, then PBS‐Triton‐X 100 0.1% (w/v), in case with incubation with mouse primary ab, sections were treated with MOM (Vector Labs MKB‐2213) for 40 minutes at RT. We used antibodies specific for P‐H3^S10^ (Rabbit mAb, Cell Signalling #3377S; 1:1000), Dystrophin (MANDRA1‐7A10; DSHB, 1:300), anti‐GFP (Molecular Probes; 1:200) incubated in 0.5% BSA (Sigma A3912) 2% goat serum (Sigma G9023) at 4°C overnight. Secondary antibodies are rabbit 594 (Biorad 111‐585‐144) and mouse 488 (Biorad 115‐485‐166) incubate 1:200 at 37°C for 1 hours in 0.5% BSA 2% goat serum. Image analysis was done in a blinded manner.

### 5.4 Electroporation and plasmids

Experiments were performed in 12‐week‐old wild‐type mice (C57BL/6). TA muscles were transfected as described previously.^34^ Muscles were analysed 14 days after electroporation. Tibialis Anterior muscle were transfected with different plasmids: MRTF‐B‐GFP, MRTF‐B‐(S66A)‐GFP, Histone 2B‐RFP, pZacf‐U6‐luc‐ZsGreen‐MSK1, shLuc pRRL.

### 5.5 Quantitative phospho‐proteomics

Extensive details of methodology can be found in the supplementary methods. Briefly, equal amounts of gastrocnemius muscle tissue protein from the ^13^Lys6 heavy‐labelled stable isotope labelling by amino acids (SILAC) in cell culture mouse,^13^ and a nonlabelled wild type, with or without eccentric stimulation, were mixed (n = 4, both for control and stimulated muscles, muscles taken out immediately at the end of stimulation).

Proteins were digested with LysC and afterwards separated with strong cation exchange chromatography with a subsequent TiO_2_ enrichment. The ratio of labelled to unlabelled peptides was determined by liquid chromatography and tandem MS (LTQ Orbitrap Velos mass spectrometer, Thermo Scientific) and used to identify the ratio of altered phosphopeptides.^38^, ^39^

With the help of the MaxQuant software 1.5.3.8^40^ and its implemented Andromeda search engine the raw files were analysed. Default settings were used with enabling of the match‐between runs and requantify option. Statistical analysis, GO annotations, paired *t*‐tests and data visualization were performed using the Perseus software^41^ and the Instant Clue software.^42^ The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^43^ partner repository with the dataset identifier PXD016163.

### 5.6 Real time PCR

Total RNA was extracted from gastrocnemius muscles using TRIzol (Invitrogen). Complementary DNA was generated from 0.4 μg of RNA reverse‐transcribed with SuperScript IV Reverse Transcriptase (Invitrogen). cDNA samples were then amplified on the 7900HT Fast Real‐Time PCR System (Applied Biosystems) using the Power SYBR Green RT‐PCR kit (Applied Biosystems). HPRT and GAPDH have been used as housekeeping genes to normalize data. The primers sequence has been reported in Table S1.

### 5.7 In vivo ChIP‐seq

ChIP‐seq was performed with sonicated nuclear extract prepared from formaldehyde‐crosslinked gastrocnemius muscles using anti‐H3S10ph (Active Motif) as described in.^44^ Construction of Illumina ChIP libraries was performed as previously described.^45^ Libraries were run on a HighSeq4000 sequencer (Illumina) at the NGS Core Facility of Helmholtz Zentrum Munich.

For the bioinformatics analyses, FASTQ files were mapped against the mouse mm10 genome and processed as previously described.^45^ Multi mapping reads were removed with bamtools version 2.4.0.^46^ Sequencing read depth was adjusted by down sampling replicate BAM files to the replicate with lowest read count. Macs2 version 2.1.1^47^ peak caller was used to perform peak calling on the replicates using input DNA. Peak calling cutoff was set to *P*‐value .001 using the “broad” setting. Read density distribution (Bedgraphs) were used to visualize ChIP‐seq tracks with Integrated Genome Browser.^48^ A peak table was created for each sample. Replicate sample tables were then combined into a unified peak universe with unique ranges across the genome and containing overlapping peaks information including the tag counts (enrichment score). 

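The peaks of all 4 lists merged into 91019 regions, and 97.8% of these were found in 1 list only. Between the stimulated replicates, 4.19% of the peaks of replicate 1 and 1.13% of those of replicate 2 overlapped a peak of the other list. Between the unstimulated replicates the shares were 3.45% and 0.993%. The overlap of each of the 6 pairs of lists was compared with 1000 random placements of one list within its chromosomes. In stimulated replicate 1, 452 peaks overlapped replicate 2, against 200 ± 14.5 (SD over placements), a fold of 2.26. In unstimulated replicate 1, 303 peaks overlapped replicate 2, against 122 ± 10.6, a fold of 2.47. Pairs of lists across the conditions had folds from 1.57 for the longer lists, those of replicate 2, to 5.05 for the shorter lists, those of replicate 1. All 6 pairs had a one-sided p of 0.001, the smallest that 1000 placements can give. By this measure the folds within a condition lay above 1.57 and 1.79 and below 2.83 and 5.05, the folds of the pairs across conditions. With the same number of top peaks taken from each list, the folds were 5.23 for the stimulated and 5.25 for the unstimulated pair, and from 3.69 to 6.01 for the pairs across conditions. Placements also gave 192 ± 14.2 stimulation-specific reproducible regions, and the observed number was 1.59 times that. The regions specific to unstimulated muscles were 1.405 times those of the placements. Of the stimulation-specific regions, 56 overlapped a promoter (within 1000 bp of a transcription start site), against 28.7 in the placements, and 41 others overlapped an exon, against 25.0. Introns held 117 against 104 (one-sided p of 0.064 from the placements), and 92 were intergenic against 149.

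**Figure D5:**
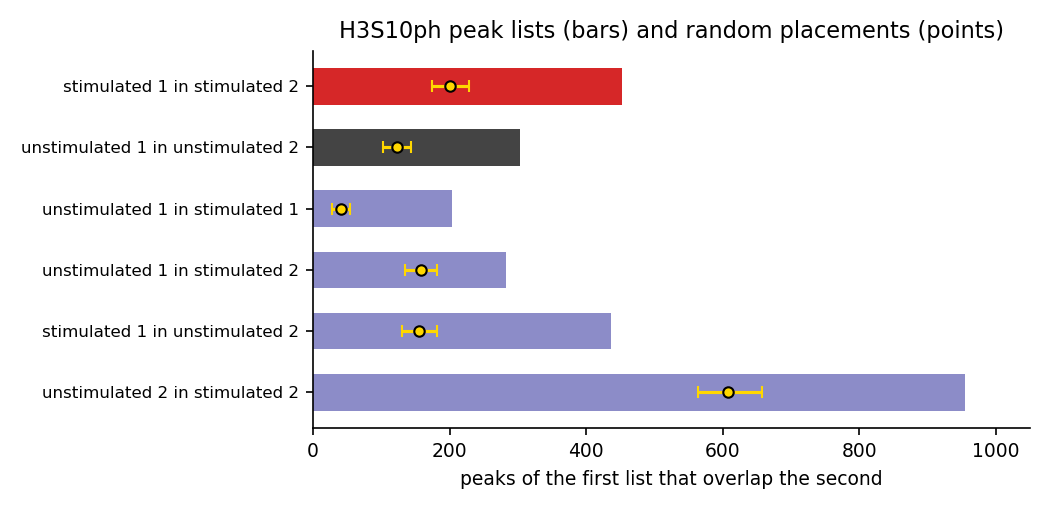
Number of peaks of one list that overlap a peak of another (horizontal axis) for the 6 pairs of lists, as bars, red for the stimulated pair, dark grey for the unstimulated pair and blue for pairs across conditions. Points give the mean of 1000 random placements and their error bars the central 95% of the placements; each bar lies beyond its placements, with 452 against 200 for the stimulated pair.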

“Reproducible” peaks were common between both replicate samples. Bedgraphs were used to plot the read density map near the universe peak centres using deepTools version 2.2.4.^49^ Replicates for each factor were merged using UCSC tools bedGraphToBigWig and bigWigMerge (http://hgdownload.cse.ucsc.edu/admin/exe/macOSX.x86_64/).

Then deepTools computeMatrix tool was used followed by plotHeatmap tool.^49^

Peak annotation was performed with HOMER version v4.8.^50^ GENCODE database for mm10^50^ was used as a reference for assigning feature level annotation. Genomic Regions Enrichment of Annotations Tool (GREAT)^51^ was used to analyse functional significance of H3S10ph peaks using mouse NCBI build 38 genome assembly (mm10), whole genome as background, and associating genomic regions with genes using “two nearest genes” and default settings. H3S10ph ChIP‐seq data are available at Gene Expression Omnibus, accession number GSE139661.

### 5.8 Human biopsies

Human skeletal muscle tissue originated from a previous study on exercise‐induced STARS‐SRF signalling, as described in detail previously.^11^ In brief, muscle biopsies for the current study comprise biopsies from eight healthy untrained young men of the original study collected before and at 1, 3 and 5 hours after single‐bout isolated high intensity concentric resistance exercise. Prior to the single‐bout trial, subjects were subjected to a 10‐day period of exercise habituation followed by a 3‐day recovery period. Concentric exercise was conducted in an isokinetic dynamometer (Humac Norm, CSMi Medical Solutions, Stoughton, MA, USA), as six sets of 10 maximal isolated contraction at 30° x sec^−1^ angular velocity, with 1 minute of recovery between sets. For the current subjects A protein + carbohydrate supplement was provided immediately after cessation of the single‐bout exercise protocol. Muscle biopsies were harvested from the middle section of the m. vastus lateralis muscle by use of the Bergström needle technique, with at least 3 cm between incision sites of each biopsy and carefully attempting to reach the identical sampling depth between biopsies. The muscle samples were quickly dissected free of visible fat and connective tissue and stored at −80°C until further investigation.

### 5.9 Statistics

Statistical analysis has been performed using GraphPad Prism software. Sample size is reported in figure legend for each experiment. Animals has been randomly assigned into groups. In all single point data figures values are expressed as means ± SEMs while in all other figures data are means ± SDs values. Differences between groups were assessed using pair or unpaired *t*‐test depending on the nature of the data, ordinary one‐way or two‐way ANOVA, repeated measures (RM) one‐way or two‐way ANOVA with Tukey's, Sidak's or Dunnet's correction for multiple comparisons as suggested by the software and stated in figure legends. Significance was defined as a *P*‐value of <.05. To identify outliers, the data was analysed using two different outliers detection methods: (a) median and median absolute deviation method (MAD) and (b) median and interquartile deviation method (IQD). According to both methods, there was one outlier in the puromycin data‐set, as it fell outside the identified ranges. This value was an outlier in the stimulated MSK1/2 knockout mice. By performing the outliers identification in Prism, the Grubbs test and the ROUT test (Q = 2%) confirmed the same value as the only outlier in the dataset. Furthermore, since we compared control and stimulated muscles from the same animal, we also removed the value from the control muscle taken from the same animal.

## CONFLICT OF INTEREST

Francesca Solagna, Leonardo Nogara, Kenneth A. Dyar, Franziska Greulich, Ashfaq Ali Mir, Alessia Geremia, Martina Baraldo, Clara Turk, Theresa Bock, Roberta Sartori, Jean Farup, Henriette Uhlenhaut, Kristian Vissing, Marcus Krüger, and Bert Blaauw declare that they have no conflict of interest.

## Supporting information

Supplementary Material Click here for additional data file.

Table S2 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

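H3S10ph was measured by ChIP-seq in gastrocnemius muscle of mice immediately after 50 eccentric contractions and in contralateral unstimulated muscle, with 2 samples per condition and 6 mice pooled in each. According to the paper, the authors mapped the reads to mm10, removed reads that map to several places with bamtools 2.4.0, down-sampled replicates to the lowest read count and called peaks with MACS2 2.1.1 against input DNA in the broad setting. The authors deposited a list of broad peaks per sample, and replicates were not pooled. For each peak the deposited lists give a fold enrichment, which is a ratio over the background, and the −log10 of the p-value and of the q-value. The score column of the deposited lists was not used. The lists give no counts or coverage, so neither the number of reads of a sample nor a counting interval can be given from them, and the precision of each comparison is limited by 2 samples per condition. Peaks below the threshold of a list leave no trace in it, so a gene without a peak is one without a call, not one without the mark.

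Peaks were intersected and merged with bedtools 2.31.1 and with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), and figures were drawn with matplotlib 3.10.9. Genes, exons and transcription start sites were those of GENCODE release M21, and 21911 protein-coding genes entered the assignment of regions. A gene had a peak when a peak overlapped the gene from its annotated start to its end by at least 1 bp. Regions are the merged peaks of all 4 lists. Random placements (1000 per comparison) kept each peak on its chromosome, outside sequence gaps and without overlap among placed peaks. Overlaps with placements, gene list tests and matched draws were made on the autosomes and chromosomes X and Y. Gene list enrichment followed GREAT's binomial test with the whole genome as background and the 2 nearest genes within 1000 kb, with Benjamini-Hochberg adjustment over 8 lists and a threshold of 0.05. The lists were 11 AP-1 family genes, 38 immediate early genes, 30 SRF target genes, 60 sarcomere genes, 30 genes of insulin signalling, 17 housekeeping genes, 70 ribosomal protein genes and 1092 olfactory receptor genes. Some genes are on more than 1 list. The enrichment test was tested on simulated data, with a threshold of 0.05 on the binomial p of each list before adjustment. Of 200 simulations with regions placed at random, 0.5% to 3% passed it, depending on the list. In separate simulations with 10 planted regions among 300, 100% passed. Regions placed at random lack the excess at promoters and exons of the regions tested, so the simulations do not cover that difference. Sequence copies were searched with blastn 2.17.0.

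Genes named in the text are *Fos*, *Jun*, *Egr1*, *Srf*, *Junb* and *Arc*, which the paper names, the other AP-1 genes of the list, and the nearest genes of the 10 stimulation-specific regions with the best ranks in both stimulated lists. This rule, the gene lists, the tests and the alternatives were set before the data were examined, except where the closing section says otherwise; members of the AP-1, immediate early and SRF target lists that met a stated count are also named, and which sarcomere genes held a region is not reported here. Alternatives were stricter thresholds on p and q, lists of equal length, autosomes only, merging of peaks within 1000 bp, reciprocal overlap of 50%, another rule for specific regions, the peak universe as background, gene bodies only or extended by 5000 bp, ranks by −log10 p, a promoter of 5000 bp, each replicate left out, and ratios within replicate numbers. The other experiments of the paper, including phosphoproteomics, blots, PCR and human biopsies, were not analysed here.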

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

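The tests of list length and of 2 copies of chromosome X were chosen only after the peaks on chromosome X had been seen.

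In unstimulated replicate 1, 522 peaks lay on chromosome X, against 19 in unstimulated replicate 2 and 19 and 16 in the stimulated lists. The heatmap in Fig. 2D covers the autosomes. Relative to the density of peaks on the autosomes, the density on chromosome X was 0.895 in unstimulated replicate 1, 0.00852 in unstimulated replicate 2, and 0.0257 and 0.00577 in the stimulated lists. The length of the list does not explain this, because stimulated replicate 1, the list nearest in length, had the ratio of 0.0257. A few duplicated stretches were not the source either, since the 5 densest windows of 1 Mb held 16.3% of the peaks and 144 of 172 windows held at least 1. The GC content of chromosome X was also tested. Autosome windows in the same range of GC content held 1.25 times the density of all autosome windows, far less than the difference between the lists.

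A candidate explanation is that the cells of that pool carried 2 copies of chromosome X. The values this needs were found, a ratio of 0.895 and 0 peaks on chromosome Y, against 7, 6 and 6 in the other lists. With 1 copy, chance alone would give a density ratio of 0.00909 to 0.0173 in the 4 lists. This explanation was found and tested on the same data and remains a hypothesis. The paper states that stimulated and unstimulated muscles came from the same mice and gives male mice in its methods unless stated otherwise, and neither stimulated list showed these values. The library number in the peak names of unstimulated replicate 1 lies apart from those of the other 3 lists, which may mark a separate library batch. As this is a single sample, a batch cannot be told apart from the sample, and every comparison of the conditions that uses it shares this limit. A mislabelled or exchanged sample also stays open. Neither was tested, and no biological explanation was tested.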

How the results depend on the processing

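The thresholds of −log10 p of at least 2.25, 2.5, 2.74 and 3, and the count of named genes with a peak in both stimulated lists, were chosen only after the data had been seen; the other tests in this part were planned.

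For 58 results, 283 values under alternatives were computed. The overlap of the 6 pairs of lists stayed above random placement, with the same side of the threshold, under all 28 alternatives that gave a value; at −log10 q of at least 1.3 the placements of 2 pairs never overlapped, so that no fold could be given. The shares of promoters, exons, introns and intergenic sequence kept their direction and their side of the threshold with a promoter of 5000 bp.

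The comparisons of the conditions depended on the threshold and on single replicates. The ratio of peak numbers of 1.23 became 1.049 at −log10 p of at least 5, 0.896 at −log10 q of at least 1.3, 1.302 at −log10 p of at least 2.5, 1.249 at 2.25, 1.44 at 2.74 and 1.52 at 3. It ranged from 0.521 (without stimulated replicate 2) to 2.84 (without unstimulated replicate 2) when 1 replicate was left out, with 0.788 without unstimulated replicate 1 and 1.94 without stimulated replicate 1. The ratio of covered length of 1.305 was 1.309 at −log10 p of at least 2.5 and 1.329 at 3, and became 0.418 and 0.364 at the stricter p and q. It ranged from 0.514 to 2.98 when 1 replicate was left out, with 0.835 without unstimulated replicate 1. The ratio of median widths of 1.02 became 0.459 and 0.517 at the stricter p and q and ranged from 0.902 to 1.15, with 0.977 without unstimulated replicate 1. The number of autosomes with more covered length in stimulated muscle went from 19 to 11 and 10 at the stricter p and q, and ranged from 0 to 19 when 1 replicate was left out, being 0 without unstimulated replicate 1 and without stimulated replicate 2. The stricter lists hold 14 to 34 peaks each, and the cause of the changes was not tested. Leaving out 1 replicate sets the mean of a long and a short list against a single list, which by its construction moves these ratios.

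The counts of reproducible regions fell under each setting that shortens the lists or asks for more overlap. Reproducible stimulated regions numbered 7 at the stricter p, 6 at the stricter q, 172 at equal list length, 138 at −log10 p of at least 2.5 and 143 with reciprocal overlap, and reproducible unstimulated regions numbered 8, 6, 170, 111 and 96. Stimulation-specific regions numbered 2, 1, 85, 63 and 109 and unstimulated-specific regions 5, 3, 77, 34 and 63 under the same settings. There were more stimulation-specific than unstimulated-specific regions with 85 against 77 at equal list length, and fewer with 2 against 5 and 1 against 3 at the stricter thresholds. Without unstimulated replicate 1 there were 323 and without unstimulated replicate 2 there were 359 stimulation-specific regions. Leaving out a stimulated replicate gives no value for reproducible or specific stimulated regions.

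AP-1 and immediate early genes stayed enriched past the threshold under each alternative of the binomial test that gave an adjusted p and against the peak universe, with folds of AP-1 genes down to 8.15. They did not pass it against draws matched on width and GC content, with adjusted p-values of 0.152 and 0.14. Without unstimulated replicate 1 or 2 no p was computed, and the folds were 12.9 and 15.7 for AP-1 genes and 4.94 and 6.16 for immediate early genes. Of the calls, those at the stricter p and q rest on the single region of the *Fos* gene body and are no sign of stability. SRF target genes passed the threshold under 6 alternatives, with folds of 273 and 546 at the stricter p and q (again from the *Fos* gene body alone), 12.8 at equal list length, 17.3 at −log10 p of at least 2.5, 10.2 with reciprocal overlap and 7.25 when regions had to be absent only from the reproducible unstimulated regions. The fold was 7.66 without unstimulated replicate 2 and 3.38 without unstimulated replicate 1. Sarcomere genes passed the threshold under each alternative that left a region on their list and gave an adjusted p, with folds from 6.90 to 30.3. Their fold was 11.7 without unstimulated replicate 1 and 20.4 without unstimulated replicate 2. The fold fell to 0, because no region was left on the list, for sarcomere, insulin signalling, housekeeping and ribosomal protein genes at the stricter p and q, for insulin signalling, housekeeping and ribosomal protein genes at −log10 p of at least 2.5, for ribosomal protein genes at equal list length and on gene bodies only, and for housekeeping genes with reciprocal overlap. The fold of olfactory receptor genes, 0.454 over all deposited peaks, also fell to 0 at the stricter p and q, at equal list length and on gene bodies only, and was 1.103, from 1 region, at −log10 p of at least 2.5. Of 24 named genes, 11 had a peak in both stimulated lists, and 1 did at −log10 p of at least 5. Of these 24 genes, 10 were named as the nearest to regions with a peak in both stimulated lists. The count of 11 is therefore partly fixed by the rule of naming. Among single genes and ranks, 25 other values changed.

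The stimulated and unstimulated samples share replicate numbers, but the paper does not state which samples came from the same mice, so the numbers were not taken as pairs. With the replicate block the ratio was 1.22 for peak number, 1.26 for covered length and 1.02 for median width, and 19 autosomes had more covered length in stimulated muscle, which changed no direction. In both conditions the list of replicate 2 was the longer one. At equal list length the pairs of lists with the same number overlapped 4.67 and 5.21 times as often as random placements, and the pairs across numbers and conditions 3.69 and 6.01 times, so the overlap gives no sign that same-numbered samples belong together.

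The number of reads of each sample is not known from the lists; only the relative background could be solved from fold and p-value, at 0.981 of replicate 1 in replicate 2. With 2 samples per condition the exact permutation test allows no p under 0.333. Differences in peak number, covered length or width were therefore given as values without a verdict.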

Differences from the paper's values

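The tests of ribosomal protein genes and of genes of insulin signalling among all peaks of a list were not planned. The other tests in this part were planned. The only number that the paper states for a measure computed here is that of the stimulation-specific reproducible peaks, and the 306 regions found here lie within 1.5 times of the paper's 400. When specific regions had to be absent only from the reproducible unstimulated regions, there were 379.

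The paper names *Fos*, *Jun* and *Egr1* from inspection of the marks with the highest signal. Of these 3 genes, *Fos* ranked among the 10 highest peaks of both stimulated lists, while *Jun* was at rank 2524 and *Egr1* at rank 563 of 10901 peaks in stimulated replicate 1, and at ranks 33 and 99 of 40683 peaks in stimulated replicate 2. Ranked by −log10 p, *Jun* was at rank 585 in stimulated replicate 1. The paper's tracks show read density, whereas both values of a peak are means over its width. The peaks of stimulated replicate 1 were 2221 bp wide on *Jun* and 4369 bp wide on *Egr1*. A wide peak can rank below a narrow one of the same height, so these ranks do not contradict the paper.

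The functional enrichment in Fig. 2G lists terms for the ribosome and for insulin receptor signalling. Ribosomal protein genes were not enriched among the stimulation-specific regions here, with a fold of 1.83 and an adjusted p of 0.342, and no alternative for these regions passed the threshold. Among all peaks of stimulated replicates 1 and 2 their folds were 1.36 and 1.34, with adjusted p-values of 0.0353 and 6.08e-05 in the binomial test. They did not pass in the hypergeometric test over genes, with adjusted p-values of 0.981 and 0.470. Among all peaks of unstimulated replicates 1 and 2 the folds were 0.616 and 1.12, with adjusted p-values of 0.992 and 0.215 in the binomial test. The difference between the conditions was not tested. Among the stimulation-specific regions, genes of insulin signalling had a fold of 3.44 and an adjusted p of 0.0604 in the binomial test. They passed the threshold in the hypergeometric test over genes, with an adjusted p of 0.0139. In that test they also passed among all peaks of stimulated replicates 1 and 2 (0.0491 and 0.00909) and of unstimulated replicate 1 (0.0177). Unstimulated replicate 2 did not pass (0.353). The gene lists used here are not the ontology terms of the figure.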

Other observations

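The tests of depth, of the step of the pileup and of list length in the overlap of pairs were chosen only after the results had been seen. So were those of immediate early genes in regions held without stimulation, and of immediate early and SRF target genes among all peaks. The reweighting of lists other than that of olfactory receptor genes was also read only then. The other tests in this part were written down before their results.

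The lists of replicate 2 held 3.67 times the peaks of the lists of replicate 1. A higher depth in replicate 2 does not explain this, because the background solved from the fold and p-value of the commonest peaks was 0.981 of that in replicate 1. A candidate explanation is the whole-number step of the pileup at the lower threshold of the broad setting. At the solved background, 8 overlapping reads gave a −log10 p of 1.98 and 1.99 in the replicate 1 lists, just under 2, and of 2.04 and 2.03 in the replicate 2 lists, just above it. The values of 9 reads, 2.45 and 2.46 in replicate 1 and 2.52 and 2.51 in replicate 2, lie on both sides of 2.5 in the same way, so the lists were also compared at thresholds between the same numbers of reads in all lists. Past 2.25, between 8 and 9 reads, replicate 2 held 1.55 times the peaks of replicate 1, and past 2.74, between 9 and 10 reads, 0.858 times. The value of a peak is a mean over its width, which positions of 8 reads lower in replicate 2 only, so these ratios do not settle the question and the explanation stays open. No biological explanation was tested, since the design gives no difference between the replicates.

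Peaks of unstimulated replicate 1 had a lower GC content than those of the other lists, with a median of 38.0% against 43.9% in unstimulated replicate 2 and 44.5% in both stimulated lists. The peaks on chromosome X were not the source, because the median over the autosome peaks alone was 38.1%. What sets this sample apart was not tested further, and it is the same sample that holds the peaks on chromosome X.

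Over all deposited peaks, pairs of lists from the same condition did not share more regions than all pairs across conditions. Their folds over random placement, 2.26 and 2.47, lay above 1.57 and 1.79 and below 2.83 and 5.05 for the pairs across conditions. List length was tested as an explanation. At equal length the folds over random placement of the stimulated and the unstimulated pair, 5.23 and 5.25, were above those of 3 of the 4 pairs across conditions, at 3.69, 4.67 and 5.21, and below that of stimulated replicate 1 and unstimulated replicate 2, at 6.01. The 95% counting interval of that highest fold, from 5.21 to 6.90, overlaps those of the pairs within a condition, so the part that list length plays stays open. Regions of high background common to all muscle samples stay open and were not tested.

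In all 4 lists 74 regions held a peak, and 10 of these were among the 10 highest peaks of at least 1 list. One of them, on chromosome 1 from 24612501 to 24613371, matched the mitochondrial genome at 99.77% identity over 871 bp. By fold enrichment it had rank 1 in replicate 1 of both conditions, rank 2 in unstimulated replicate 2 and rank 3 in stimulated replicate 2. Of the 10 regions, 60% had at least 1 other copy at 95% identity, so that reads of a copied sequence may account for those peaks in both conditions. The other 4 regions had no such copy and are left unexplained by this test. One of these 4, singled out after its values were seen, was the highest peak of stimulated replicate 2, on chromosome 17 from 4626281 to 4626543.

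Immediate early genes were enriched among the stimulation-specific regions, and the width and GC content of these regions were tested as an explanation. Regions of a single stimulated list, matched on width and GC content, held 3.66 ± 1.90 regions at immediate early genes (SD over 1000 draws), against 8 observed, with a one-sided p of 0.035. Over the 8 lists drawn in this way the adjusted p was 0.14, so that width and GC content cannot be told apart from a true excess at these genes with 8 regions. The draws come from stimulated lists, which may hold the mark at these genes themselves, so they do not isolate width and GC content. AP-1 genes had 3 regions against 0.839 in the matched draws (p of 0.057, adjusted p of 0.152), and SRF target genes 2 against 1.90 (p of 0.558). A mark that is also present without stimulation was tested in the 143 reproducible stimulated regions that an unstimulated list also held. Of these, 3 were at immediate early genes, a fold of 4.18. The adjusted p was 0.0718 in the binomial test and 0.00616 in the hypergeometric test over genes, so these regions are too few to decide. Among all peaks of a list, folds at immediate early genes were 1.34 and 1.70 in the stimulated lists (adjusted p of 0.0336 and 3.26e-19, binomial test). In the unstimulated lists they were 1.10 and 1.07 (0.541 and 0.297). Housekeeping genes went the same way, with 1.18 and 2.20 against 0.353 and 0.929. In the hypergeometric test immediate early genes also passed in unstimulated replicate 2 (adjusted p of 0.0104), and the conditions were not compared by a test. The regions specific to unstimulated muscles, which by their rule hold no mark of both conditions, had 0 of 162 at these genes, and their difference from the stimulation-specific regions had a two-sided p of 0.0553 in Fisher's exact test (adjusted p of 0.221 over 8 lists).

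Sarcomere genes were enriched beyond matched draws, with 12 regions against 3.70 ± 1.89 (p of 0.001, the smallest that 1000 draws can give, and an adjusted p of 0.008). The 12 regions lay at 8 genes, and the draws count regions of the same gene as independent. A candidate explanation is a mark at these genes that is also present without stimulation. Among 143 reproducible stimulated regions that an unstimulated list also held, sarcomere genes were 30.9-fold enriched, with 14 regions at 7 genes. The regions specific to unstimulated muscles, which do not bear on this explanation, held 0 of 162, against 12 of 306, with a two-sided p of 0.0103 in Fisher's exact test and an adjusted p of 0.0825. An increase after stimulation on top of a basal mark stays open, since the lists do not measure the height of a mark across samples.

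Binding sequences were searched within 1000 bp of the stimulation-specific regions as a hypothesis on how the regions are chosen. CArG boxes, the sequence SRF binds, were found at 44 of 306 regions against 44.0 ± 6.10 in matched draws, with a one-sided p of 0.507. Most of the regions therefore held no such site, and they held no more than the draws. The draws come from stimulated lists, which may hold the mark themselves. Random placements also gave 192 ± 14.2 stimulation-specific regions, which would dilute a motif, so the test does not exclude SRF sites at some regions. AP-1 sites were found at 139 regions against 126 ± 8.44, with a p of 0.067 (adjusted p of 0.134 over both motifs), which leaves the question open.

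Olfactory receptor genes, which are silent in most tissues, had a fold of 0.492 among the peaks of stimulated replicate 2 and of 0.901 among those of unstimulated replicate 2. After unstimulated replicate 2 was reweighted to the GC content of stimulated replicate 2, its fold was 0.859 (95% bootstrap interval from 0.788 to 0.938), so that the GC content of the peaks does not explain the difference. In the shorter lists the folds were 0.806 in stimulated and 1.15 in unstimulated replicate 1. A shift of peaks away from silent genes after stimulation is a hypothesis that these lists do not settle, because each condition has 2 samples. The same reweighting gave immediate early genes a fold of 1.11 (interval from 0.951 to 1.31), against 1.70 in stimulated replicate 2. AP-1 genes had 1.47 (from 0.919 to 1.93) against 2.30, and housekeeping genes 0.987 (from 0.548 to 1.37) against 2.20. For every list but olfactory receptor genes, stimulated replicate 2 lay above the interval. These folds cover all peaks of replicate 2 alone, so GC content at the stimulation-specific regions stays open.

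The 10 stimulation-specific regions with the best ranks in both stimulated lists had *Oxgr1*, *Negr1*, *Slc16a10*, *Klf5*, *Lrmda*, *Dusp1*, *Ndrg2*, *Sox5*, *Nr4a1* and *Dhx35* as their nearest genes. The worse of the 2 ranks of each region lay within the top 0.976% of its list for the region nearest *Oxgr1*, and within the top 12.9% for that nearest *Dhx35*. The widest of them, at *Nr4a1* on chromosome 15 from 101270182 to 101275714, was 5533 bp wide. *Arc* had no peak in any list.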
